A study of Apis mellifera with 6 samples. Its data were reported in "Honey bee sHSP are responsive to diverse proteostatic stresses and potentially promising biomarkers of honey bee stress" (2021).

How the data were processed

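Midguts of adult honey bees fed halofuginone in DMSO or DMSO alone for 24 h were profiled by RNA sequencing, with 3 libraries per group. According to the study's methods and the labels, poly(A) libraries were sequenced on an Illumina HiSeq with paired reads of 150 bp, trimmed, mapped to the Apis mellifera assembly Amel 4.5 and counted per gene, and DESeq2 was used for the authors' comparison. The aligner, the counting tool, their versions and whether counting used strand are not given in the sources used here. Groups and replicate numbers were taken from the sample titles.

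The 3 deposited tables each hold a control and a halofuginone column with values for 10041 genes, and 0 columns were left unused. The values are a normalised signal that the authors made by dividing each gene's read count by 1 size factor per library. This was worked out from the values. In each library 100% of the values were whole multiples of the smallest step within a tolerance of 0.01 reads, and the median-of-ratios method applied to the recovered reads of all 6 libraries together returned the same factors, 0.927 to 1.16. The lowest total of a listed gene over the 6 libraries was 61 recovered reads, so genes under that total are not analysed here. Recovered totals were 23305398 to 26278866 reads per library over the listed genes, and 6 to 15 genes per library were at 0. Counting error is not small for named genes with few reads, such as LOC100577882, which had 14.4 normalised counts in Control 3, and all group values also carry the spread between 3 libraries.

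The design fixed before the data were examined assumed count tables and named edgeR's quasi-likelihood test, with limma on log2(value + 1) for values of another unit. The second choice was used. All 10041 listed genes entered limma (3.58.1, in R 4.3.3) on log2(normalised count + 1), with group as the only term and a variance trend on mean expression. The design did not mention the trend, which was chosen once the unit was known and before any fit was run, and limma without it is among the alternatives. Fold changes are on the log2(value + 1) scale, which understates changes of low genes. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. SE and 95% intervals are limma's moderated values. The count tests, DESeq2 (1.42.0), edgeR (4.0.16) and limma-voom, were run on the recovered reads as alternatives, and edgeR's quasi-likelihood test called 243 genes with its installed default and 249 with the other setting of its legacy option.

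Gene sets were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera and an estimated correlation. Single values per library were compared with exact two-sided permutation tests. The ratio to Arp1 was formed from recovered reads. Arp1 carries the symbol of actin-related protein 1 and stood in for β-actin. The genes named were fixed by rule: the l(2)efl genes, Hspβ1, Arp1 and the flanking genes; the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 5 CPM and no overlap between groups; the called gene with the smallest adjusted p in any ribosome or chaperone set tested; and the 3 most abundant genes. The gene table used for names and gene order belongs to assembly Amel_HAv3.1, which is not the build named for the reads, so no coordinates are printed and no check of gene length or GC content was made. Of the 10041 symbols, 9225 were found in it. It holds no gene descriptions, so of the planned ribosome and chaperone sets only the 7 symbols starting with RpL or RpS were tested as a set. Overlaps between genes were read from the same table and may differ in the build used for counting.

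The limma step was tested on simulated data for the comparison of 3 halofuginone with 3 DMSO libraries. Counts were drawn for each gene independently, with a dispersion set by mean expression alone. Correlation between genes and spread particular to a gene were left out, so the rates below may not hold for the real libraries. Of 200 genes changed 3-fold among 10041, 70.5% were called, none in the wrong direction, and 7 of the 148 calls were genes left unchanged. The median ratio of estimated to true log2 fold change was 0.982. In the same simulation camera gave a p of 2.26e-16 for 6 raised genes and of 0.0398 for 6 unchanged genes. No further unchanged sets were drawn, so how often camera gives such a p for unchanged genes was not measured. A camera p a little under 0.05 is read with caution here.

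The alternatives were TMM, upper-quartile and library-total scaling, filters on low counts, pseudocounts of 0.5 and 4, limma without a trend, tests against the fold threshold, a fold change above 1.5, the count tests, blocks by replicate number and by deposited table, and leaving out each library. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the remaining steps.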

Results

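Gene expression in the midgut of adult honey bees (Apis mellifera) was measured by poly(A) RNA sequencing after feeding for 24 h on sucrose solution that held 200 µM halofuginone or the vehicle alone (0.5% DMSO). Halofuginone blocks the enzyme that charges the tRNA for proline, and the study used it to activate the integrated stress response (ISR). The series held 3 control libraries, numbered Control 1 to 3, and 3 libraries of halofuginone-fed bees, numbered Halofuginone 2 to 4. Each library gave a normalised read count for the same 10041 genes. The read counts behind the normalised values were recovered as whole numbers, and their totals lay between 23305398 reads (Control 1) and 26278866 reads (Control 2). The mean total was 24797807 ± 1486766 reads (SD, n = 3) in the controls and 24671893 ± 547214 reads (SD, n = 3) after halofuginone, a difference smaller than the spread between replicates (exact permutation test, two-sided, p = 0.9). The 10 most abundant genes held 31.0% ± 0.939 of the reads in the controls and 26.0% ± 3.29 after halofuginone (SD, n = 3), with an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow, and a Benjamini-Hochberg value of 0.4 over the 4 library measures compared. The 3 genes with the highest mean abundance were LOC724199, LOC724874 and LOC100579019, and none was called different between the groups by limma.

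The similarity of the libraries was examined first. Across genes, the Pearson correlation of log2 normalised counts had a median of 0.963 between libraries of one group (range 0.959 to 0.979) and 0.955 between libraries of different groups (range 0.941 to 0.965). Genes are not independent replicates, so these values only describe the libraries. The lowest chi-square per degree of freedom between the read counts of libraries of one group was 45.0 and the highest was 278, so no pair differed by as little as sampling noise. The first principal component held 35.3% of the variance and parted the groups, with scores of 16.1, 35.4 and 31.5 for Control 1, 2 and 3 and of −15.4, −44.3 and −23.2 for Halofuginone 2, 3 and 4.

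To ask which midgut transcripts changed with halofuginone, all 10041 genes were compared between the groups with limma, and a gene was called at a Benjamini-Hochberg adjusted p below 0.05 together with an absolute log2 fold change above 1. At these thresholds 238 genes were called, of which 168 were higher and 70 lower after halofuginone. The adjusted p alone was passed by 691 genes, 465 higher and 226 lower, and 453 of these were held back by the fold change. The median log2 fold change of the called genes was 1.35 among those higher and −1.36 among those lower, and the called values ran from −3.04 to 5.06. In all 238 called genes the 3 halofuginone libraries lay on one side of the 3 control libraries. The calls were made on these same libraries, so this separation is no further evidence for them. Over all genes, 3070 (30.6%) were parted in this way, where chance gives 10%. The number of calls depended strongly on the setting. When limma tested against an absolute log2 fold change of 1 rather than against 0, 6 genes passed. The number was 47 without Control 3, 63 without Control 2, 126 without Halofuginone 4 and 385 with the DESeq2 Wald test on the recovered reads.

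**Figure D1:**
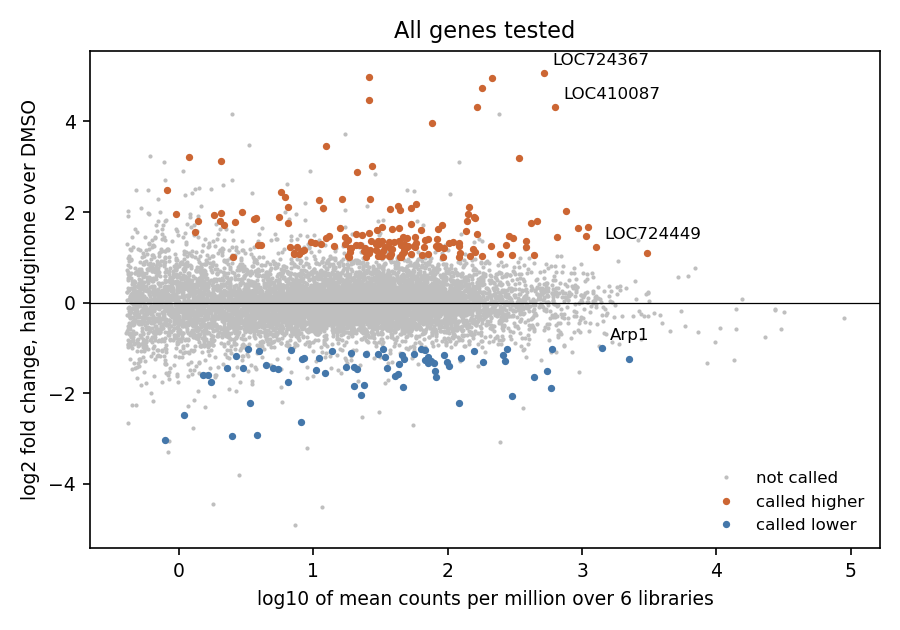
Log2 fold change of halofuginone over DMSO (vertical axis) against the log10 of the mean CPM (counts scaled to equal library totals) over the 6 libraries (horizontal axis), 1 point per gene. The 168 genes called higher (orange) and the 70 called lower (blue) are set apart from genes that were not called (grey), with LOC724367 at 5.06, LOC410087 at 4.32, LOC724449 at 1.22 and Arp1 at −1.01 named.

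The study asked whether small heat shock proteins of the lethal (2) essential for life family, l(2)efl, respond to this treatment. These proteins hold partly unfolded proteins in solution. The list examined held 9 genes: 6 annotated genes of the l(2)efl cluster, the l(2)efl genes LOC410857 and LOC412197 outside it, and LOC408875, which encodes Hspβ1. LOC410087 is counted as 1 gene in the files, whereas the study treats it as a pair of genes, so its value covers both. Over all genes tested, 3 of the 9 were called and 4 passed the adjusted p. Adjusted over the list alone, 6 passed, 5 of them higher and 1 (LOC412197) lower after halofuginone, and 4 were called. The study had picked the family on these samples among others, so the second count is not independent evidence.

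LOC724367 had a log2 fold change of 5.06 ± 0.37 (SE), with an adjusted p of 0.00341 in limma. Its normalised read count was 644 ± 117 in control bees and 23453 ± 12718 in halofuginone-fed bees (SD, n = 3). LOC410087 rose from 1455 ± 357 to 28796 ± 5348 (SD, n = 3), a log2 fold change of 4.32 ± 0.21 (SE, limma adjusted p = 0.000734). LOC724449 was already abundant in control bees, at 18482 ± 3458, and reached 43250 ± 8432 after halofuginone (SD, n = 3). Its log2 fold change was 1.22 ± 0.22 (SE, limma adjusted p = 0.0237), and this call was lost without Control 2 (adjusted p = 0.104), Control 3 (0.0738), Halofuginone 3 (0.0562) or Halofuginone 4 (0.0707). In the leave-one-out fits the log2 fold change of LOC724449 stayed between 1.09 and 1.37. Over all alternatives it ran from 0.961 to 1.37, and the adjusted p from 1.59e-06 to 0.104.

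LOC724274 passed the adjusted p in limma (0.0124) but not the fold change threshold, with a log2 fold change of 0.93 ± 0.13 (SE) and a rise from 3293 ± 358 to 6259 ± 489 (SD, n = 3). Its adjusted p was 0.0651 without Control 2, 0.0576 without Control 3 and 0.0514 without Halofuginone 4, within a range of 9.02e-08 to 0.0785 over all alternatives. With scaling to library totals its log2 fold change was 1.02 and it was called (adjusted p = 0.0181). This gene lies within the span of LOC410087 in the gene table used here, so the reads of the pair cannot be fully assigned and its value is uncertain. LOC724405 was the least abundant gene of the cluster, at 125 ± 34.8 in controls and 296 ± 104 after halofuginone (SD, n = 3). Its log2 fold change of 1.22 ± 0.32 (SE) did not pass the adjusted p over all genes (0.0654) and passed it over the list alone (0.0107). DESeq2 called this gene with an adjusted p of 0.00441, the lowest of a range up to 0.187 over the alternatives. LOC724488 did not differ by more than the spread between replicates, with a log2 fold change of 0.26 ± 0.35 (SE, limma adjusted p = 0.700). Its counts were 7753 ± 1174 and 10140 ± 5663 (SD, n = 3), and the direction turned to −0.16 without Halofuginone 4.

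The genes outside the cluster were not called. The log2 fold change of LOC410857 was 0.01 ± 0.43 (SE, limma adjusted p = 0.995), and its sign changed with TMM or upper-quartile scaling. LOC412197 was lower in every halofuginone library than in any control library, with a log2 fold change of −0.65 ± 0.23 (SE) and an adjusted p of 0.144 over all genes and 0.0382 over the list alone. The log2 fold change of LOC408875 was −0.38 ± 0.18 (SE, adjusted p = 0.253). How the authors' counting treated reads that match several members of the family is not given in the sources used here, so read sharing between the family members is not excluded for any of these values.

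**Figure D2:**
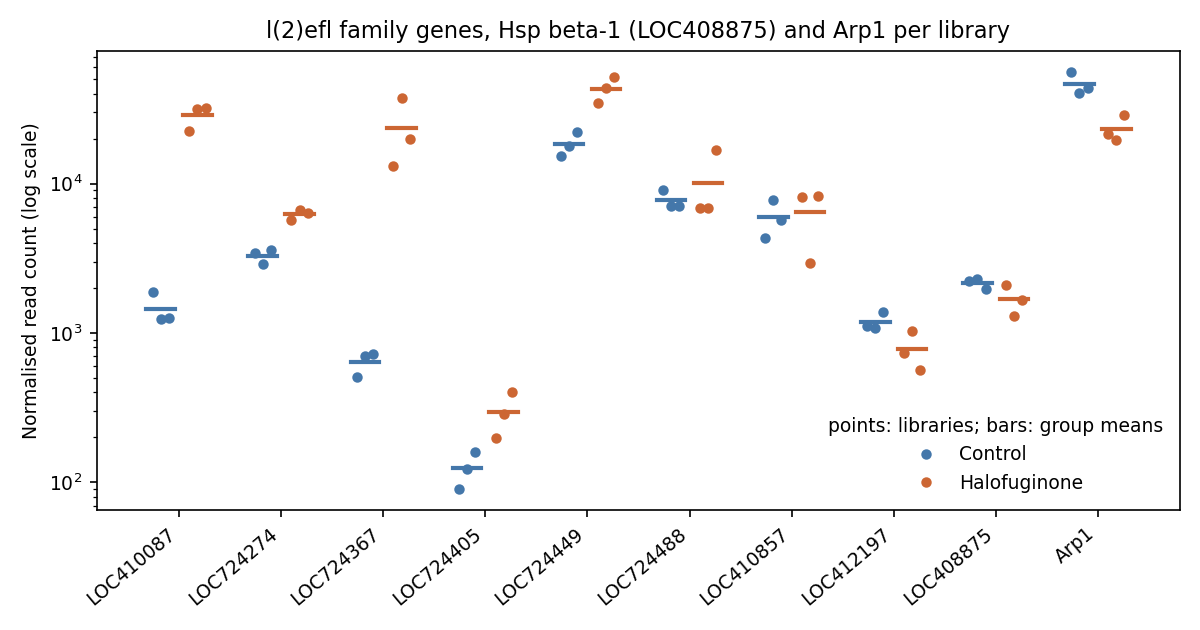
Normalised read count (log scale) of the 9 listed genes and of Arp1 in each library, with points for the 3 control (blue) and 3 halofuginone (orange) libraries and bars for the group means. The groups do not overlap for LOC410087, LOC724274, LOC724367, LOC724405 and LOC724449, all higher after halofuginone, or for LOC412197 and Arp1, both lower, whereas they overlap for LOC724488, LOC408875 and LOC410857, whose sign changes with TMM or upper-quartile scaling.

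Because the l(2)efl genes lie side by side, the 6 cluster genes were also tested as a set. The study had singled out genes of this cluster on data that include these libraries, so the p values of the set are not independent evidence. All 6 had a log2 fold change above 0, with a median of 1.22 and a mean of 2.17. Camera with a preset inter-gene correlation of 0.01 gave p = 4.39e-07 (Benjamini-Hochberg over the sets tested 8.77e-07). The set also passed 0.05 with fry (p = 0.000463) and with camera and an estimated correlation of 0.368 (p = 0.0372). With an estimated correlation the set did not stay under 0.05 when Control 1 (p = 0.103), Control 2 (0.0634), Control 3 (0.0558), Halofuginone 3 (0.0710) or Halofuginone 4 (0.0511) was left out. Without LOC724367, which the study chose for its assay, the median was 1.22, with p = 1.88e-05 under the preset correlation and 0.0544 under an estimated one. The genes on either side of the cluster were not called in limma. LOC411348 had a log2 fold change of −0.14 ± 0.15 (SE, adjusted p = 0.634), which became 0.01 without Control 3, and LOC100576174 one of −0.63 ± 0.23 (SE, adjusted p = 0.154).

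**Figure D3:**
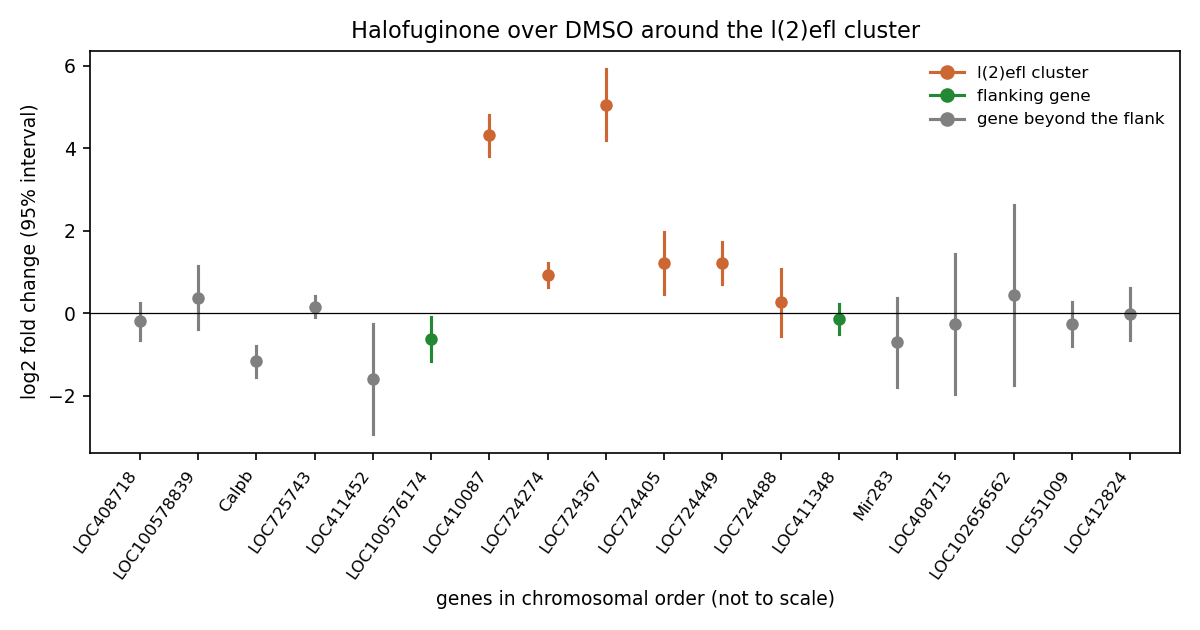
Log2 fold change of halofuginone over DMSO with its 95% confidence interval (vertical axis) for the l(2)efl cluster (orange), the 2 flanking genes (green) and 5 further genes on each side (grey), in chromosomal order and not to scale (horizontal axis). All 6 cluster genes lie above 0, although the interval of LOC724488 includes 0 and its sign changes without Halofuginone 4, while the 12 surrounding genes have a median of −0.22.

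The study expressed its qPCR values relative to β-actin, so the same ratio was formed from the recovered reads with Arp1 as the reference. Arp1 itself was lower after halofuginone, at 46707 ± 8266 in control bees and 23332 ± 4816 in halofuginone-fed bees (SD, n = 3). Its log2 fold change was −1.01 ± 0.21 (SE, limma adjusted p = 0.0401), close to both thresholds. Its fall passed the adjusted p under 3 other scalings (0.0316 to 0.0383), although with library totals the log2 fold change was −0.92 and the gene was not called. The fall did not pass the adjusted p when any one of the 6 libraries was left out (0.0586 to 0.133, within a range of 0.000128 to 0.133 over all alternatives). The study described β-actin as similar between the groups by Ct in its qPCR bees, which are not the libraries compared here, and whether its primers amplify Arp1 was not examined.

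Relative to Arp1, the log2 ratio of each of the 9 genes was higher after halofuginone than in controls. The difference was 6.07 for LOC724367, 5.32 for LOC410087, 2.23 for LOC724449, 2.23 for LOC724405, 1.94 for LOC724274 and 1.27 for LOC724488. For each of these 6 genes the exact two-sided permutation p was 0.1, the smallest that the design allows, and the Benjamini-Hochberg value over the 9 genes was 0.129. LOC408875, outside the cluster, reached the same p and the same adjusted value. Outside the cluster the differences were 1.01 for LOC410857, 0.62 for LOC408875 and 0.36 for LOC412197. When each library was left out in turn they kept their sign but ran from 0.67 to 1.40, 0.41 to 0.78 and 0.017 to 0.73. With all 6 libraries the differences became −0.01, −0.40 and −0.67 when the TMM-scaled library size took the place of Arp1. Their direction thus rested on the fall of the reference. For LOC724488 the difference relative to the ribosomal protein genes was 0.00041, against 1.27 relative to Arp1.

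The series title names ribosome biogenesis and function, and the study states that halofuginone raised the expression of ribosome biogenesis genes. Those genes could not be picked out without gene descriptions and were not tested. Only genes with a ribosomal protein symbol were examined, and their values do not bear on the biogenesis genes. The 7 genes whose symbols start with RpL or RpS had a median log2 fold change of 0.20 and a mean of 0.26, and all 7 were above 0. As a set they did not pass 0.05 with camera (p = 0.0515), with fry (p = 0.134) or with camera and an estimated correlation (p = 0.355). With scaling to library totals the median was 0.29 and the camera p 0.0152, and without Halofuginone 3 they were 0.30 and 0.00413. The camera p was also under 0.05 without Control 2 (0.0358) and without Control 3 (0.0456), but was 0.129 without Control 1, 0.153 without Halofuginone 2 and 0.179 without Halofuginone 4, where 5 of the 7 genes were above 0. None of the 7 genes was called by limma, DESeq2, edgeR or limma-voom, and 1 had an unadjusted limma p under 0.05. This was Rpl39, with a log2 fold change of 0.73 ± 0.18 (SE), an unadjusted p of 0.00467 and an adjusted p of 0.0577, named here after its values were seen.

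Among called genes with a mean of at least 5 CPM and no overlap between the groups, the 5 highest rises in limma belonged to LOC724367, LOC100577882, LOC102654968, LOC102654076 and LOC102654602. Their order depended on the setting. With DESeq2 the log2 fold change was 5.40 for LOC100577882 and 5.36 for LOC102654968 against 5.19 for LOC724367, and in limma without Control 1 it was 5.51 for LOC100577882 against 4.90 for LOC724367. Without Halofuginone 3 these values were 4.08 and 4.65, since that library held 2609 normalised counts of LOC100577882 against 363 in Halofuginone 2 and 452 in Halofuginone 4. Without it LOC102654968 was at 4.22 and LOC102654602 at 3.88. LOC100577882 had a log2 fold change of 4.97 ± 0.80 (SE, limma adjusted p = 0.0192) and LOC102654968 one of 4.95 ± 0.56 (SE, adjusted p = 0.00831). LOC102654076 rose by 4.74 ± 0.39 (SE, adjusted p = 0.00418) and LOC102654602 by 4.46 ± 0.60 (SE, adjusted p = 0.0117). The spans of LOC102654968 and LOC102654076 each overlap another gene of the files, LOC100578814 and LOC724177, and LOC724177 was itself called higher, so their reads may not be separable. The lowest values belonged to LOC107963992 (−2.63 ± 0.50, adjusted p = 0.0286), LOC100578019 (−2.21 ± 0.20, adjusted p = 0.00588), LOC408478 (−2.05 ± 0.25, adjusted p = 0.00889), LOC412591 (−2.03 ± 0.41, adjusted p = 0.0349) and LOC724536 (−1.88 ± 0.29, adjusted p = 0.0178), each as log2 fold change ± SE in limma. LOC412591 overlaps 5 other genes of the files. Overlap was not examined for LOC102654602, LOC107963992 and LOC100578019, which were not placed in the gene order used here. The 9 genes besides LOC724367 kept their sign in every alternative run. Of these 9, only LOC102654076 and LOC100578019 passed the adjusted p without each of the 6 libraries in turn. LOC102654968 did not pass without Control 3 (0.0511). LOC100577882, LOC102654602, LOC408478 and LOC724536 did not pass without Control 2 (0.0798, 0.0623, 0.0502 and 0.0698) or without Control 3 (0.0827, 0.0576, 0.0528 and 0.0738). Without Halofuginone 4, LOC100577882 did not pass (0.0517), and without Halofuginone 2, LOC724536 did not (0.0592). LOC107963992 and LOC412591 passed in 2 and 1 of the 6 leave-one-out fits, with adjusted p values of up to 0.110 without Control 3 for LOC107963992 and 0.129 without Control 3 for LOC412591.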

Values the study reported

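The study called RNA-seq genes at an adjusted p value under 0.05 and a log2 fold change over 1. It reported 4 l(2)efl genes (410087, 724367, 724274 and 724449) as induced in all of its data sets. In the ISR data set it described 724274 as close to the threshold and 724405 as above it. By its count, 6 of the 7 cluster genes rose with at least 2 of 3 stressors. By qPCR relative to β-actin, 5 of the 7 cluster genes were higher after halofuginone. The study described the Ct values of β-actin in its qPCR bees as similar with and without halofuginone.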

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

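Limma without a trend, limma tested against the fold threshold and pseudocounts of 0.5 and 4 were chosen after the data had been seen. So were TMM scaling and the filterByExpr filter with limma, and replicates 2 and 3 without a block. The design had named edgeR's quasi-likelihood test with its installed default, TMM and filterByExpr as the test for counts. It was run as an alternative since the values were normalised. For the alternatives below the cause of a change was not tested unless one is given.

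The number of called genes stayed within 1.5 times of 238 in 15 of 24 alternatives. It was 6 with limma tested against the fold threshold and 6 with edgeR's glmTreat, all higher and 0 lower, because a gene must then lie beyond the threshold by more than its error (unadjusted p under 0.05: 128 and 228 genes). With a fold change above 1.5 it was 574 (395 higher, 179 lower). DESeq2 called 385 (137 lower), 234 of them shared with the 238, and 1400 genes passed its adjusted p, with 410 left without one. Leaving out each library gave 47 to 277 called genes, 35 to 194 higher and 12 to 83 lower, and 48 to 657 past the adjusted p, against 691 with all 6. The lowest counts came without Control 3 (47 called, 48 past the adjusted p) and Control 2 (63 and 69), followed by Halofuginone 4 (126 and 163). Past the adjusted p there were 247 without Halofuginone 2, 411 without Halofuginone 3 and 263 in limma without a trend. Fewer libraries leave fewer degrees of freedom, but 277 genes were called without Control 1. Scaling moved the median log2 fold change of all genes by −0.017 (TMM), −0.042 (upper quartile) and 0.09 (library totals).

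Only the replicate numbers 2 and 3 occur in both groups. The deviations from the group means correlated at 0.0715 for the number 2 and −0.033 for the number 3. Libraries that share neither number nor table gave 0.0087 to 0.161. Each group mean includes the library itself, so these pairs constrain each other. The values give no sign of pairing by number but cannot exclude it. With the number as a replicate block, on those 4 libraries, 3 genes were called by limma (3 higher, 0 lower, with 2202 genes at an unadjusted p under 0.05), 3 passed the adjusted p and 1 listed gene was called. The same 4 libraries without the block gave 203 called genes and 265 past the adjusted p. With the deposited table as a block, 7 genes were called (6 higher, 1 lower) and 7 passed the adjusted p. Libraries of one table correlated at −0.178, −0.145 and −0.114. Both blocks leave few degrees of freedom.

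The number of listed genes called was 2 to 3 when a library was left out, and 4 with library totals (LOC724274 added) and with DESeq2 (LOC724405 added). LOC410087 passed the adjusted p in all 21 alternatives, LOC724367 in all but the replicate block, LOC724274 in 15 and LOC724449 in 14. The median of the cluster set was 0.95 to 1.43 in its 19 alternatives, and camera with the preset correlation, or the other set test where that was the alternative, stayed under 0.05. Over the 16 other settings of scaling, filter, pseudocount, block and libraries, fry gave p values of 0.000162 to 0.0361, but camera with an estimated correlation was under 0.05 in only 8. It was not in 5 of the 6 leave-one-out fits (all but that without Halofuginone 2, range 0.0114 to 0.103), with the table as a block (0.0961), or on replicates 2 and 3 with the replicate block (0.227) and without it (0.125). The sign of LOC724488 turned to −0.04 on replicates 2 and 3, with and without the block, and to −0.16 without Halofuginone 4, the library with its highest count (leave-one-out range −0.16 to 0.48). The sign of LOC410857, at 0.01, turned to −0.0097 (TMM), −0.035 (upper quartile), −0.45 on replicates 2 and 3 with and without the block, −0.20 without Control 1, −0.0015 without Control 3, −0.24 without Halofuginone 2 and −0.24 without Halofuginone 4 (leave-one-out range −0.24 to 0.50).

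Arp1 kept its sign in all 21 alternatives and passed the adjusted p in 12. It did not pass in limma without a trend (−1.01), with the replicate block (−1.03), with the table as a block (−1.01) or when any one library was left out (−1.17 to −0.87). LOC411348 turned to 0.010 without Control 3 (range −0.25 to 0.010). The ribosomal protein set passed 0.05 with library totals (median 0.29) and without Control 2, Control 3 or Halofuginone 3 (leave-one-out medians 0.11 to 0.30, p 0.00413 to 0.179). On replicates 2 and 3 its median was 0.05, with 4 of 7 genes above 0 and a p of 0.312 with the replicate block and 0.294 without it. Relative to the TMM-scaled library size, the difference was −0.0098 for LOC410857, −0.67 for LOC412197 and −0.40 for LOC408875, and relative to the ribosomal protein genes it was −0.25, −0.91 and −0.65. Arp1 itself fell, and the ribosomal protein genes had a mean log2 fold change of 0.26, so both references move these differences. The 6 cluster genes stayed above 0 relative to each reference, LOC724488 by only 0.00041 relative to the ribosomal protein genes. The median correlation within groups was 0.956 to 0.968 in the 7 alternatives tried.

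Totals were 23305398 reads or more per library, but some genes named rest on low counts. LOC100577882 had a mean of 27.1 normalised counts in the controls, its log2 fold change was 4.79 with a pseudocount of 4 against 4.97 with 1, and limma-voom gave it an adjusted p of 0.103 (range over all alternatives 6.69e-06 to 0.103). Genes with a total under 61 reads are not analysed here.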

Other observations

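The tests of scaling for Arp1, of the region around the l(2)efl cluster and of overlapping neighbours were chosen after the results had been seen. For the neighbours, both the rule for overlap and the reading of the outcome were changed after a first count, and both rules are given.

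The 6 libraries can be parted 3 against 3 in 10 ways. The real split was the only 1 of 10 to give as many called genes (238), as many genes past the adjusted p (691), as many listed genes called (3) or as small a camera p for the cluster. In limma, 8 of the other 9 splits called 0 genes and 1 called 1, with 138 to 768 genes at an unadjusted p under 0.05 against 2383 in the real split. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded for any of these results by this count. Each other split joins libraries of both groups and keeps part of the difference between them, so these splits are no reference for unchanged libraries.

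Arp1 was lower after halofuginone, with a log2 fold change of −1.01. Scaling and tissue content were examined as explanations. If a few abundant genes had distorted the scaling, another scaling should remove the fall. The highest limma adjusted p under TMM, upper-quartile and library-total scaling was 0.0383. With library totals, however, the log2 fold change of −0.92 was under the fold threshold. These scalings moved the median log2 fold change of all genes by only −0.042 to 0.09. The fall thus did not rest on the choice among them. The main scaling is a median over genes, which a few abundant genes can hardly distort, so this was a weak test. If the halofuginone midguts held less muscle, the troponin genes should fall alike, but 5 of 7 had a 95% interval above the change of Arp1, and the median of the 7 was 0.07. Of the troponins, 3 were lower, TpnCI at −0.43, TpnCIIIa at −0.55 and TpnCIIIb at −1.36. TpnCIIIb, which fell further than Arp1, had few reads, with a mean of 42.2 normalised counts in the controls. The other troponins lay above 0, at up to 0.19. Most troponins thus argue against less muscle, but their mixed directions do not exclude it. A response of Arp1 to halofuginone may remain as a hypothesis, but the fall no longer passed the adjusted p when any one library was left out, and reads shared with other actin genes were not tested.

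A rise of the whole chromosomal region would lift the neighbours of the l(2)efl cluster. Of the 12 genes around it, 10 had a 95% interval below the cluster median of 1.22. The median of the 12 was −0.22, and the 1 called gene, Calpb, named after its values were seen, was lower at −1.16. This argues against a shift of the region as the source of the rise. A rise of chaperones at large stays open. The 4 genes with symbols starting Hsp or Hsc had a median log2 fold change of −0.27, but went both ways. Hsc70-5, singled out after its values were seen, rose by 1.22 ± 0.12 (SE, limma adjusted p = 0.00692), whereas Hsp90 (−0.34), Hsc70-3 (−0.67) and Hsc70-4 (−0.19) did not pass the adjusted p.

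LOC724274 lies within the span of LOC410087. A shared span need not mean shared exons, which were not examined. In the 3 halofuginone libraries the rise of LOC724274 above the control mean was 10.1% to 11.5% of the rise of LOC410087, with a mean of 10.9%. A fixed share is what reads spilling over from LOC410087 could produce, but a parallel rise of both genes would look the same. The shares were close but not equal. The control level of LOC724274 itself varied, with an SD of 358 normalised counts (n = 3), which also moves each share. Their range therefore neither shows nor rules out a fixed share. Spilled reads and a parallel rise cannot be told apart from gene totals.

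Genes called higher lay next to each other more often than chance gives. With the cluster left out, 9181 genes were ordered, and 9 neighbouring pairs were both called higher, against a mean of 2.43 in 10000 permutations of the calls within 10 classes of expression (one-sided permutation p = 0.0011). Genes called lower formed 4 pairs against 0.352 (one-sided permutation p = 0.001). The spans of 5 of the 9 pairs overlap, against 0.385 by permutation (one-sided permutation p = 0.0002). The other 4 pairs were not more than chance gives (mean 2.04, one-sided permutation p = 0.151). Under the first rule, which also set aside pairs under an earlier long gene, 3 pairs stood against 2.01 (one-sided permutation p = 0.323). The excess is thus consistent with reads shared between overlapping genes. Overlapping genes that are truly induced together, and duplicated genes, stay open, since neither strand nor sequence was available to this test. LOC102654076, among the highest rises, is in an overlapping pair with LOC724177.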
